A study of Mus musculus with 89 samples.

How the data were processed

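Gene expression was measured with the GeoMx digital spatial profiler and its mouse Whole Transcriptome Atlas, a panel of oligonucleotide tags that hybridise to RNA on a tissue section. Regions of fresh frozen sections of mouse squamous cell carcinoma were chosen on stained images, and ultraviolet light released the tags of each region for sequencing, per the labels' protocols. There were 89 segments, all given 1 class by the labels, on 3 slides and collected into 2 plates named G and H in the segment names.

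The deposited matrix holds normalised signal per target and segment, and the authors' annotation gives for each segment a treatment class, a slide and a location in words. The deposited upper-quartile factor of each segment is a ratio, and the signal is the tag count divided by it, as checked on the values. Multiplied by the factor, 99.986% of the values were whole within a tolerance of 1e-06, and 3 of 19962 targets, with the negative-probe target left out, held values that were not. No value was 0 and the smallest recovered count was 1, so 1 count is the floor of the deposited values. How that floor was set is not given in the sources used here, nor are the aligner, the counter and their versions. The deposited negative-probe signal of each segment is the geometric mean of its negative-probe counts, per the file headers. Target names were used as deposited: 19822 matched a RefSeq symbol and 24 more matched a synonym.

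The animals and the number of tumours are not named, so the unit of replication was the segment. Segments share animals, tumours and slides, so all p-values over segments are too small. Stage (naive, acute or relapse) was taken from the authors' words for each slide, with 1 slide per stage; naive is pre-treatment, and acute and relapse are post-treatment. The annotation also names 1 slide by a word for treatment and by a word for relapse, and the scan names of the naive and relapse slides name different tumour models; which is right was not settled here. All naive segments were on plate G and all relapse segments on plate H. Of the 9 acute stroma segments, 4 were on plate G and 5 on plate H, and the 2 acute interface segments were on plate H. Only the naive slide held segments annotated as within the tumour.

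Depth per segment was the sum of counts above the floor of 1. The limit of quantitation of a segment was the larger of 2 counts and the geometric mean of its negative probes times their geometric SD to the power 2. Targets above this limit in at least 10% of segments were tested, which left 5087. The planned design said that low targets would be removed but gave no threshold. The 10% was set after the values had been opened and before any call was counted; calls with and without the filter were then seen together, and both counts are reported.

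Values were log2(value + 1). Because the values are normalised signal, comparisons used limma 3.58.1 (lmFit and eBayes with trend, two-sided) in R 4.3.3 with Matrix 1.6.5, and Benjamini-Hochberg adjustment over all tested targets at 0.05. Treatment comparisons carried location as a covariate and location comparisons carried treatment. Comparisons within a treatment, and the interaction of location and treatment (post-treatment interface minus stroma, minus pre-treatment interface minus stroma), used 1 mean per treatment and location. The post-treatment means therefore pool the acute and relapse slides with no term for slide. Plate H was compared with plate G with treatment and location as covariates.

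The comparisons, tests, covariates, gene lists, rule for named genes and most alternatives were set before the data were examined. For each comparison the rule names the 5 targets with the largest rise and the 5 with the largest fall among those past the threshold whose mean over all segments is above the median of all targets, plus members past the threshold of 5 fixed lists (Neutrophil, Interferon response, Tumour-associated neutrophil, Tumour stem cell and lipid, T cell). A target named by 2 parts of the rule counts under both, and targets named outside the rule are said to have been chosen after their values were seen. Of the 67 members of these 5 lists, 18 were tested. A further 6 lists hold markers of other cells (Keratinocyte, Fibroblast, Macrophage, Endothelial, Muscle, Erythroid).

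Shifts of a list were the fitted difference of the mean log2 value over its tested members, with a two-sided permutation test over segments (Freedman-Lane, 100000 permutations, 10000 for alternatives) that keeps the covariates, adjusted over the 8 lists with at least 3 tested members in each comparison. Fits with a random block, the mean per slide and the plate comparison without class covariates used limma on the list means in place of this test. Limma's camera was run beside the permutation test with a preset correlation of 0.01 and with the estimated correlation. Differences of depth between classes used two-sided permutation tests with 100000 permutations, and correlations are given as Pearson's r and Spearman's rho within each stage.

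The fits were tested on simulated data: counts for the real segments were drawn from the profile of the 12 deepest segments at each segment's own depth with a dispersion of 0.14, floored at 1 and scaled by upper quartile, with 200 of 5087 targets changed. For post-treatment minus pre-treatment, 56% of the 50 targets raised 2-fold and 100% of those raised 4-fold were called in the right direction, against 14% of those lowered to 0.5 and 34% of those lowered to 0.25, and 61 unchanged targets were called. For relapse minus naive these shares were 76%, 100%, 6% and 16%, and 385 unchanged targets were called. For interface minus stroma they were 68%, 100%, 10% and 44%, with 4 unchanged targets called. In 20 further draws of 5087 targets with none changed, relapse minus naive called a median of 570 (340 to 742), post-treatment minus pre-treatment a median of 46 (0 to 116) and interface minus stroma 0 in every draw. With log2 depth as a covariate the highest count in those draws was 1 for relapse minus naive and 2 for post-treatment minus pre-treatment. These simulated profiles are an assumption, and the further draws were added after the calls were seen.

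Alternatives set at that time were no filter and a stricter filter (median above the 75th percentile of all targets), pseudocounts of 0.1 and 10, rescaling to the same upper quartile or total, limma without trend, a random block per slide, plate as a covariate or each plate alone, leaving out the 25% of segments with the lowest depth, nuclei or area as a covariate, the mean per slide and leaving out each slide. Chosen after seeing the data were log2 depth as a covariate, thinning of counts above the floor to 2500 per segment (74 segments; 15 were too shallow), and tissue pieces, set by single linkage of the segment coordinates at a distance of 4000, as a random block or left out in turn. There were 7 naive, 7 acute and 6 relapse pieces; whether a piece is a tumour or an animal is not given. Other splits of the segments were counted over 100 splits with a fixed seed. Images and protein stains were not used here.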

Results

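The series asks how neutrophils in different regions of mouse squamous cell carcinoma respond to immunotherapy. Normalised tag signal was given for 19962 targets in 89 segments that the labels call neutrophil. By the authors' annotation the naive slide held 42 segments before treatment (15 stroma, 13 interface with the tumour, 14 within the tumour). The post-treatment segments numbered 47, of which 11 were on the acute slide (9 stroma, 2 interface) and 36 on the relapse slide (14 stroma, 22 interface). Each stage was on 1 slide, so stage and slide cannot be told apart.

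Counts above the floor of 1 had a median of 7216 per segment and ranged from 573 to 208675. Their median was 11327 in naive (796 to 96548), 50391 in acute (2110 to 208675) and 3939.5 in relapse (573 to 20415). At the median depth of all segments 1 count is 0.0139% of the counts, so a target at a lower share than this is at or near the floor, and 69.1% of all target values were at the floor. A median of 1083 targets per segment (64 to 8078) exceeded the limit of quantitation.

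**Figure D1:**
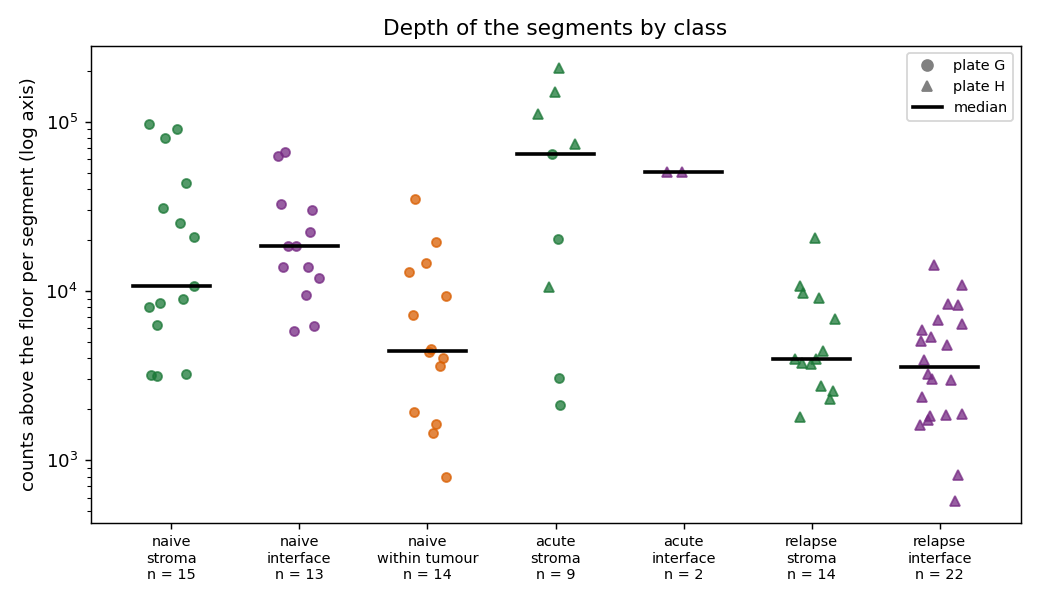
Counts above the floor per segment (log axis) by stage and location; each point is a segment, its shape gives the plate and the bars are medians. Relapse segments lie lowest, with a median of 3939.5, and acute segments highest, with a median of 50391.

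Mean log2 depth differed between classes by permutation tests over segments, which share slides, in a family of 7 comparisons. Depth was lower in relapse than in naive by a log2 difference of -1.51 (p = 4e-05, adjusted p = 0.00028) and higher in acute than in naive by 1.57 (p = 0.013, permutation test, adjusted p = 0.0298). Post-treatment minus pre-treatment was -0.79 (p = 0.0454, permutation test), which did not pass the adjustment (0.0636). On the naive slide, depth within the tumour was lower than at the interface by -1.83 (adjusted p = 0.00693, permutation test) and lower than in stroma by -1.59 (adjusted p = 0.0298, permutation test), while interface minus stroma was 0.24 (adjusted p = 0.67, permutation test). In relapse, interface minus stroma was -0.48 (adjusted p = 0.258, permutation test). Depth followed the number of nuclei within each stage, in a family of 3 relations of log2 values. In naive r was 0.775 and rho 0.753 (permutation p = 1e-05 for each, the smallest the permutations can give, adjusted p = 3e-05; r = 0.73 without the 2 farthest segments). In acute r was 0.728 (permutation p = 0.0111, adjusted 0.0111; 0.718 without 2) and rho 0.827 (permutation p = 0.00269, adjusted 0.00269). In relapse r was 0.463 (permutation p = 0.00462, adjusted 0.00693; 0.47 without 2) and rho 0.536 (permutation p = 0.00073, adjusted 0.0011).

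The segments had 9 distinct upper-quartile factors between 0.267 and 3.48. In 51 of 89 segments the 75th percentile of counts was 1, so the factor was the lowest one and a single count had a normalised value of 3.74. At the highest factor a single count had a value of 0.288. A target with no count above the floor therefore has a higher deposited value in a shallow segment than in a deep one.

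**Figure D2:**
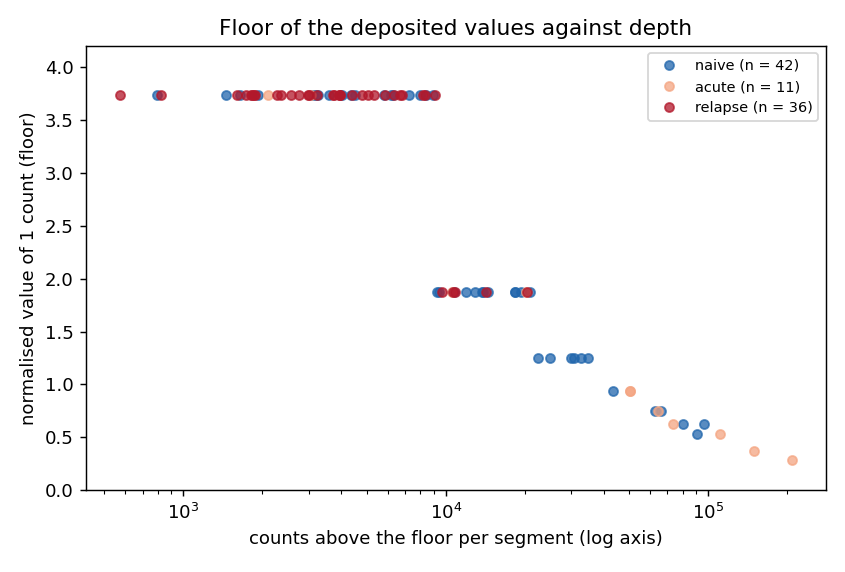
Normalised value of 1 count, the floor of the deposited values, against counts above the floor (log axis); each point is a segment, coloured by stage. The floor is 3.74 in 51 of 89 segments and falls to 0.288 in the deepest.

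The share of counts taken by the fixed lists was compared with the panel average per target, which is a ratio of 1. The 15 members of the Neutrophil list together had 1.14 times the average and 0.086% of counts, and 12.1% of their values exceeded the limit of quantitation; Ly6g did so in 6.74% of segments and S100a8 in 49.4% (both chosen after their values were seen). The ratio was 0.835 for the Interferon response list, 1.14 for the Tumour-associated neutrophil list, 0.909 for the Tumour stem cell and lipid list and 0.796 for the T cell list. Among markers of other cells it was 17.5 for Fibroblast, 6.25 for Macrophage, 4.32 for Keratinocyte, 2.81 for Muscle and 1.10 for Endothelial, and 2.54 for the Erythroid list, with 1 of 4 members on the panel. These ratios pool counts, so deep segments weigh most. The median ratio per segment was 7.46 for Fibroblast, 4.02 for Keratinocyte, 1.89 for Macrophage, 0.796 for Muscle, 0.574 for Endothelial and 0.669 for Erythroid, against 1.04 for Neutrophil. The T cell and Endothelial lists had 2 tested members each and the Erythroid list 1, so their shifts were not tested. Tested members were 3 of 15 for Neutrophil and 5 of 15 for Interferon response. For Tumour-associated neutrophil they were 4 of 14 (Ccl4, Arg1, Spp1 and Hmox1). For Tumour stem cell and lipid they were 4 of 14 (Alox5ap, Ptges, Cd34 and Cxcl1). Members of these last 2 lists that were tested exceeded the limit of quantitation in 12.4% to 24.7% of segments.

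The question of a response to immunotherapy was addressed by post-treatment against pre-treatment segments. Limma called 44 targets, 36 higher and 8 lower, and the median log2 change of all targets was 0.08. The alternative that moved this count most was no filter on low values, with 4726 calls (4673 higher) among 19962 targets. In 1 simulated draw with no change and no filter, 3192 were called higher and 16 lower. Rescaling to the same upper quartile gave 2444 calls (99.5% higher, median of all targets 0.30) and to the same total 71 (23.9% higher, median -0.04), so the split into higher and lower depends on the scaling. It also depends on 1 tissue piece: without naive piece 3 there were 46 calls, 5 higher and 41 lower, 10 of them among the 44. With log2 depth as a covariate 16 targets were called, with plate as a covariate 0 (limma; 240 at an unadjusted p under 0.05), and with a random block for the slide 0 (limma; 49 at an unadjusted p under 0.05). The fit with plate rests on 4 acute stroma segments, the only post-treatment segments on plate G. Without the relapse slide 6 targets were called and without the acute slide 228.

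The largest rise was in Ighm, by 2.33 on the log2 scale (SE 0.344, adjusted p = 6.22e-07). Its normalised value was 115 ± 207 (SD, n = 47) after and 5.77 ± 3.20 (SD, n = 42) before treatment. Krt5 rose by 1.66 (SE 0.245, adjusted p = 6.22e-07), from 6.02 ± 6.72 (SD, n = 42) to 20.9 ± 16.4 (SD, n = 47). Igkc (2.05), Krt16 (1.57) and Krt6a (1.48) were the other named rises. Without the relapse slide Krt5, Krt16 and Krt6a changed sign (-0.10, -0.63 and -0.48), and on plate G alone these 3 and Igkc did (-0.38, -0.75, -0.84 and -0.07). The named falls were Clec2j (-1.33), Col1a1 (-1.28), Txnip (-0.85), Lmbr1 (-0.75) and Aadacl4 (-0.69). Of the 18 tested members of the fixed lists 1 passed over all targets, Ccl4 at -0.57 (adjusted p = 0.0192), and 2 passed when adjusted over the list alone, Ccl4 and Isg15.

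By stage, limma called 194 targets in relapse minus naive, 169 higher and 25 lower, with a median log2 change of all targets of 0.12. In simulated data with no change the same fit called more than this, a median of 570 in 20 draws of 5087 targets, while with log2 depth as a covariate it called at most 1. With that covariate the real data gave 21 calls (16 higher), 20 of them among the 194. Without a filter 11528 of 19962 targets were called, 11428 of them higher. In 1 simulated draw with no change and no filter, 10204 were called higher and 76 lower. Rescaling to the same upper quartile gave 3368 calls (99.6% higher, median of all targets 0.38) and to the same total 163 (15.3% higher, median -0.06). Leaving out a tissue piece moved the count between 45 (without relapse piece 2) and 528 (without naive piece 5). Without naive piece 3 most calls were lower: 26 of 88 were higher and 62 lower, 35 of the 88 among the 194.

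Relapse segments were higher than naive in Ighm by 2.77 (SE 0.35, adjusted p = 3.79e-10), followed by Krt16 (2.22), Krt5 (2.15, SE 0.234, adjusted p = 1.03e-12), Igkc (2.14) and Krt6a (2.06). The normalised value of Ighm was 143 ± 228 (SD, n = 36) in relapse, where it exceeded the limit of quantitation in 27 of 36 segments, and it did so in 17 of 42 naive segments. The named falls were Col1a1 (-1.57), Col3a1 (-1.25), Clec2j (-1.04), Col1a2 (-1.0) and Mmp2 (-0.95), and Clec2j changed sign after thinning (0.07). Ccl4 (-0.55) and Isg15 (0.46; above the limit of quantitation in 5 of 36 relapse and 4 of 42 naive segments) of the fixed lists passed over all targets, and the same 2 passed when adjusted over the list alone. Relapse and naive were on different plates. With plate as a covariate, estimated from the 11 acute segments, of which 4 were on plate G, 29 targets were called.

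Acute minus naive gave 44 calls, 21 higher and 23 lower, with a median log2 change of -0.06. The split was 83 higher of 90 after rescaling to the same upper quartile and 123 higher of 161 to the same total. Plate as a covariate left 0 calls (limma; 258 at an unadjusted p under 0.05). Counts without 1 slide or piece lay between 6 (without the relapse slide) and 133 (without naive piece 4). The named rises were Olfr1424 (1.0), Nudt12 (0.99), Olfr202 (0.89), Siah2 (0.88) and Nudcd2 (0.87). Clec2j fell by 2.23 (SE 0.42, adjusted p = 0.000952, limma), with a normalised value of 8.07 ± 3.77 (SD, n = 11) in acute and 75.9 ± 63.9 (SD, n = 42) in naive. Sesn3 (-1.64), Spry2 (-0.92), Il31 (-0.91) and Lep (-0.83) were also lower. Il31 and Lep exceeded the limit of quantitation in 0 of 11 acute segments and Spry2 in 1 of 11, and the median value of 1 count, the floor, was 0.935 in acute and 1.87 in naive. After thinning 9 targets were called, 1 of them among the 44. No list member passed over all targets and 3 did when adjusted over the list alone (Ccl4, Cd3e and Cxcl1).

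The question of location was addressed over all segments with treatment as a covariate. Interface minus stroma gave 85 calls, 3 higher and 82 lower; without the naive slide there were 0 (limma; 458 at an unadjusted p under 0.05), without naive piece 3 also 0 (limma; 550), and without the relapse slide 232. Clec2j (0.95), Sesn3 (0.90) and the reporter target mCherry/tdTomato (0.67) were higher at the interface. Apoe was lower by -1.84 (SE 0.348, adjusted p = 0.000282), at 25.1 ± 53 (SD, n = 37) against 84.6 ± 103 (SD, n = 38), followed by Col3a1 (-1.55), B2m (-1.49), Fth1 (-1.33) and Col1a2 (-1.26). Within tumour minus stroma gave 75 calls, 12 higher and 63 lower, but 465 of 518 were higher after rescaling to the same upper quartile, where the median of all targets was 0.28; without naive piece 1 there were 29 calls and without naive piece 4 37. Col1a1 was lower by -3.78 (SE 0.44, adjusted p = 3.77e-11), at 9.26 ± 6.78 (SD, n = 14) against 151 ± 162 (SD, n = 38), followed by Col3a1 (-3.54), Apoe (-2.68), Col1a2 (-2.41) and B2m (-2.33). Chil4 (1.20), Gm52799 (0.78), Cuzd1 (0.73), Olfr433 (0.72) and Inip (0.67) were higher. Within tumour minus interface gave 1 call, Col1a1 at -2.80 (adjusted p = 1.79e-05, limma), and 448 calls (444 higher, median of all targets 0.32) after rescaling to the same upper quartile. No member of the fixed lists passed in these 3 comparisons, over all targets or adjusted over the list alone.

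Before treatment, interface minus stroma gave 522 calls, 16 higher and 506 lower, with a median log2 change of all targets of -0.15. After rescaling to the same total 132 of 430 were higher and the median was 0.00. Without naive piece 3 the count was 50, with the piece as a random block 268, and after thinning 24. Apoe was lower by -3.98 (SE 0.521, adjusted p = 6.18e-09), at 25.1 ± 76.8 (SD, n = 13) against 143 ± 118 (SD, n = 15), followed by Col3a1 (-3.24), B2m (-2.83), Col1a2 (-2.60) and Hp (-2.58). Clec2j (1.56), Sesn3 (1.46), Gm20815 (0.94), Hbs1l (0.90) and Nppa (0.89) were higher. Of the fixed lists Spp1 (-1.21; above the limit of quantitation in 0 of 13 interface and 4 of 15 stroma segments) and Alox5ap (-0.68; 4 of 13 and 5 of 15) passed over all targets, and these and Isg15 passed when adjusted over the list alone. Within tumour minus stroma before treatment gave 174 calls, 8 higher and 166 lower, against 160 higher of 232 after rescaling to the same upper quartile (median 0.25), 73 without naive piece 1 and 75 without naive piece 3. Col1a1 was lower by -4.43 (SE 0.451, adjusted p = 1.38e-14), at 9.26 ± 6.78 (SD, n = 14) against 254 ± 172 (SD, n = 15), followed by Col3a1 (-4.32), Apoe (-3.67), Col1a2 (-3.03) and B2m (-2.96). Chil4 (1.24), Gm52799 (0.98), 1700129C05Rik (0.89), Cuzd1 (0.82) and Olfr433 (0.72) were higher.

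Within tumour minus interface before treatment gave 0 calls by limma, with 611 targets at an unadjusted p under 0.05 and a smallest adjusted p of 0.063; rescaled to the same upper quartile it gave 879 (877 higher, median of all targets 0.37 against 0.13). Isg15 and Spp1 passed when adjusted over the list alone. Interface minus stroma after treatment gave 0 calls by limma, with 344 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0712, and 13 without relapse piece 1; Ptges passed when adjusted over the list alone.

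Whether the location difference itself changed with treatment was tested by the interaction, which gave 282 calls, 281 higher and 1 lower, with a median log2 change of all targets of 0.22. Rescaling to the same total gave 30 higher of 42 and a median of -0.03. Thinning to the same depth left 4 calls, and leaving out naive piece 3 left 1. Apoe was highest at 3.41 (SE 0.658, adjusted p = 0.00121), followed by Col3a1 (2.69), Krt5 (2.24), Col1a1 (2.22) and B2m (2.13), and Tmem92 was lower (-1.06). Spp1 (1.39) and Ptges (0.84) of the fixed lists passed over all targets and when adjusted over the list alone. Plate H minus plate G with class covariates gave 0 calls by limma, with 199 at an unadjusted p under 0.05 and no list member past the threshold. Without class covariates it gave 23. The class covariates were treatment and location, not stage. The only post-treatment segments on plate G were 4 of acute stroma, and all 36 relapse segments were on plate H. The plate comparison therefore cannot tell plate apart from slide.

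**Figure D3:**
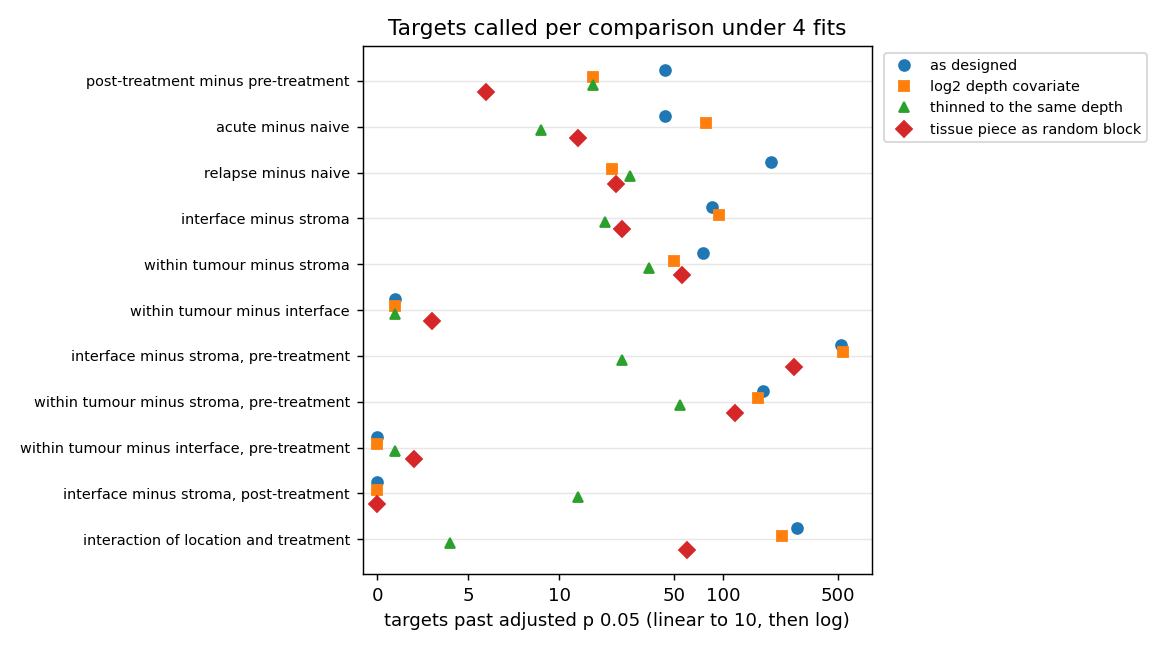
Targets past an adjusted p of 0.05 (x axis, linear to 10 and then logarithmic) for 11 comparisons under 4 fits: as designed, with log2 depth as a covariate, after thinning to the same depth and with the tissue piece as a random block. Thinning lowers the interaction from 282 to 4 and interface minus stroma before treatment from 522 to 24.

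Shifts of the 8 lists were tested in 12 comparisons, and 25 of the 96 pairs passed the permutation test; camera passed 32 with the preset correlation, 14 of which held with the estimated correlation. In post-treatment minus pre-treatment the Keratinocyte list rose by 0.79 (adjusted p = 0.00016, 10 of 11 members higher) and the Fibroblast list was lower by -0.60 (adjusted p = 0.038, 0 of 8 members higher). Both held in camera with the estimated correlation, but the Keratinocyte shift was -0.07 without the relapse slide. The Fibroblast shift did not pass without the relapse slide (-0.25), acute piece 4 (-0.56), naive piece 1 (-0.40), 2 (-0.50), 4 (-0.37) or 5 (-0.53), or relapse piece 2 (-0.63) or 3 (-0.35), and it was -1.29 without naive piece 3. The Interferon response list was higher by 0.21 (adjusted p = 0.00976, 5 of 5 members) and the Neutrophil list by 0.25 (adjusted p = 0.0404, permutation test, 3 of 3 tested members), while the median of all targets was 0.08 higher. These 2 shifts did not pass in camera, and with plate as a covariate they were -0.05 and -0.03. The Interferon response shift did not pass without the relapse slide (-0.05), naive piece 1 (0.17) or 3 (0.12), or relapse piece 2 (0.17) or 3 (0.16), and after thinning it was 0.04 and did not pass. The Neutrophil shift did not pass in 11 of the fits without 1 slide or piece (0.18 to 0.31 over all of them). The Tumour-associated neutrophil list was at -0.02, with a median member at 0.12, the other sign. The Tumour stem cell and lipid (0.08), Macrophage (-0.20) and Muscle (0.11) lists did not pass.

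In relapse minus naive the same 4 lists passed: Keratinocyte 1.03 (adjusted p = 8e-05, 10 of 11 members higher), Fibroblast -0.78 (adjusted p = 0.00776), Interferon response 0.29 (adjusted p = 2e-04) and Neutrophil 0.26 (adjusted p = 0.0493, permutation test). The Keratinocyte and Fibroblast shifts held in camera with the estimated correlation, and the Neutrophil shift was -0.12 with plate as a covariate and did not pass in 12 of the fits without 1 slide or piece. The Fibroblast shift did not pass without naive piece 1 (-0.59) or 4 (-0.55) or relapse piece 3 (-0.48). The share of counts taken by the Interferon response list went the other way. Over its 15 members the ratio to the panel average was 0.682 in relapse and 0.832 in naive (median per segment 0.558 and 0.714), and 4.44% and 10.6% of values exceeded the limit of quantitation. After thinning its relapse shift was 0.05 and did not pass. No list passed in acute minus naive, where shifts lay between -0.19 (Tumour stem cell and lipid) and 0.31 (Muscle), or in plate H minus plate G, where they lay between -0.65 (Fibroblast) and 0.64 (Keratinocyte).

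By location, the Fibroblast list was lower at the interface than in stroma by -0.98 (adjusted p = 0.00064) and lower within the tumour than in stroma by -2.11 (adjusted p = 8e-05, from the smallest p the permutations can give), with 0 of 8 members higher in each. The Macrophage list differed by -0.64 and -0.91 (adjusted p = 0.00064 and 0.00136), and the Fibroblast list by -1.12 within the tumour against the interface (adjusted p = 0.0153). Before treatment, interface minus stroma was -2.11 for Fibroblast and -1.32 for Macrophage (adjusted p = 4e-05 for each), -0.45 for Tumour stem cell and lipid (adjusted p = 0.00165) and -0.41 for Tumour-associated neutrophil (adjusted p = 0.0306). Within tumour minus stroma before treatment was -2.63 and -1.22 for Fibroblast and Macrophage (adjusted p = 8e-05 for each). No list passed in within tumour minus interface before treatment, where shifts lay between -0.52 (Fibroblast) and 0.38 (Keratinocyte). After treatment, the Keratinocyte list was higher at the interface than in stroma by 0.63 (adjusted p = 0.00944, permutation test, 10 of 11 members). This shift pools 2 slides in unequal numbers. In relapse the list mean was 3.79 at the interface (n = 22) and 3.32 in stroma (n = 14). In acute it was 2.44 (n = 2) and 2.62 (n = 9), the other direction. Part of the 0.63 may thus come from the mix of slides. Without 1 slide or piece, some of these shifts did not pass. Without the naive slide these were interface minus stroma for Fibroblast (-0.32) and Macrophage (-0.23). The Fibroblast shift within the tumour against the interface did not pass without the relapse slide (-0.78), naive piece 4 (-0.98), relapse piece 2 (-1.03) or relapse piece 3 (-0.97). Before treatment Tumour stem cell and lipid did not pass without naive piece 3 (-0.24), and Tumour-associated neutrophil without the relapse slide (-0.41), naive piece 3 (-0.37) or naive piece 5 (-0.31). After treatment Keratinocyte did not pass without the acute slide (0.47) or relapse piece 2 (0.41). Without naive piece 3 no list passed in the interaction of location and treatment. Of these location calls, those for Fibroblast, Macrophage and Keratinocyte held in camera with the estimated correlation, and the other 2 did not. The interaction passed for Fibroblast (1.79, adjusted p = 0.00044), Macrophage (1.09, adjusted p = 0.00251), Keratinocyte (0.98, adjusted p = 0.00542), Tumour stem cell and lipid (0.63, adjusted p = 0.00044) and Tumour-associated neutrophil (0.58, adjusted p = 0.00979). None of these 5 passed in camera with the estimated correlation (smallest adjusted p 0.0596). The Tumour stem cell and lipid and Tumour-associated neutrophil shifts rest on 4 of 14 members each and do not stand for the whole lists.

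**Figure D4:**
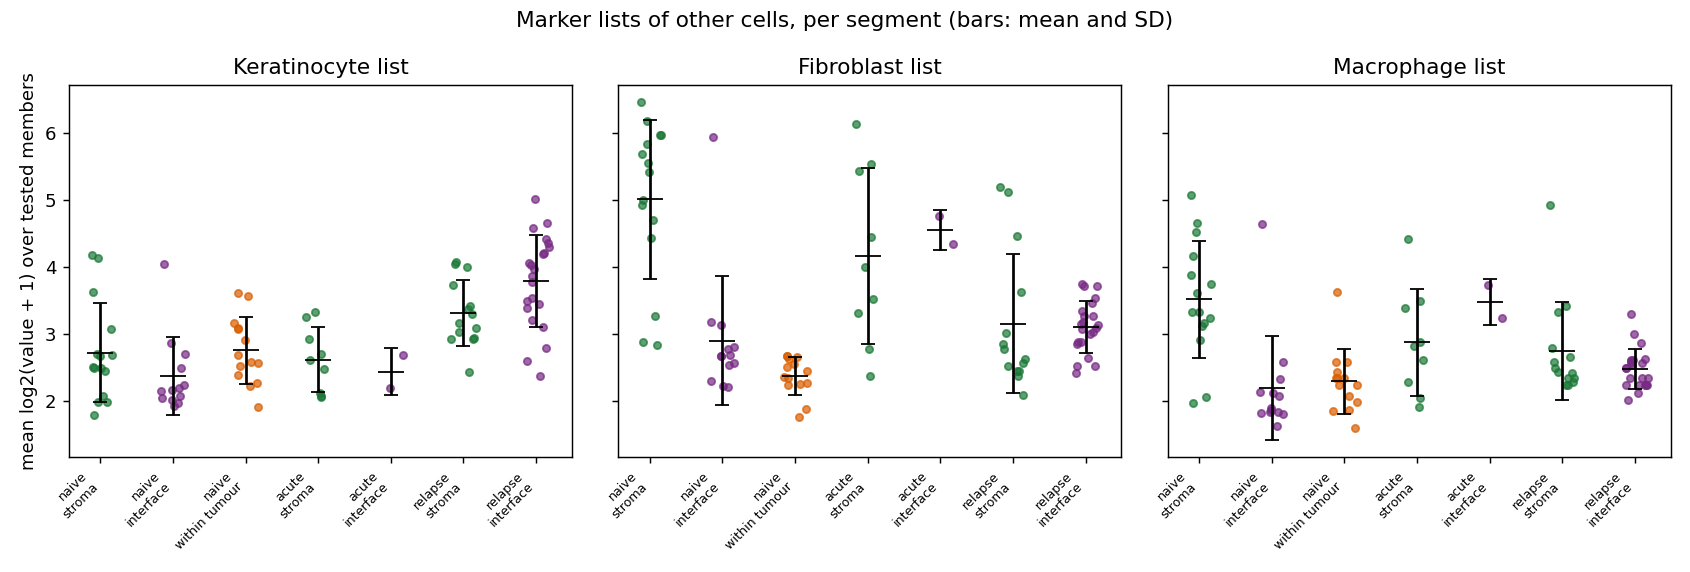
Mean log2(value + 1) over the tested members of the Keratinocyte, Fibroblast and Macrophage lists (y axis) by stage and location; each point is a segment and the bars are the mean and SD. The Fibroblast mean is 5.01 in naive stroma and 2.38 within the naive tumour, and the Keratinocyte mean is 3.79 at the relapse interface and 2.38 at the naive interface.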

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

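Chosen after the result was seen were the tests that thin to the same depth or carry depth as a covariate, the equal-depth tests of single lists, all tests with tissue pieces, and the test that removes segments at random. The interaction itself, the gene lists and the exchange of locations were planned.

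The difference between interface and stroma was not the same in pre-treatment and post-treatment segments, by a test of that change itself. In the interaction of location and treatment 282 targets passed, 281 of them higher. The shifts of 5 lists passed as well: Fibroblast (1.79), Macrophage (1.09), Keratinocyte (0.98), Tumour stem cell and lipid (0.63) and Tumour-associated neutrophil (0.58). None of these 5 lists passed in camera with the estimated correlation. The last 2 shifts rest on 4 of 14 members each. No sample lay far enough from the others to stand out in 18 tests of the acute stroma segments, the only class with 4 to 10 members.

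Chance exchange of locations within each slide can be excluded for the 282 targets: 1 of 100 splits gave as many, the real one, and the highest of the others was 97. The exchange treats segments as independent, so it does not exclude that segments of a tissue piece vary together.

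Depth differs between the 4 classes, and so does the floor. The mean value of 1 count was 1.84 at the interface and 2.34 in stroma before treatment. After treatment it was 3.35 at the interface and 2.63 in stroma. A target with no count above the floor therefore leans to a higher interaction. No simulation with no change was run for the interaction. With log2 depth as a covariate 229 targets were called, 204 of them among the 282, which was set in advance as a result against unequal depth as the cause. That bound was set aside after the result, because thinning to the same depth left 4 calls. Of the 282, 265 kept their direction after thinning but 2 were past the threshold, and their median log2 change fell from 0.93 to 0.28. The 2 sizes are on unlike scales, so this fall does not measure an effect of depth. Thinning also removes counts and 15 segments, so the loss of calls cannot be told apart from a loss of power, and unequal depth stays open for the count.

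For the lists, thinning parts them. In the interaction of location and treatment the Fibroblast shift was 1.26 and the Keratinocyte shift 0.77 after thinning, and both passed the permutation test. With log2 depth as a covariate all 5 passed: Fibroblast (1.92), Macrophage (1.11), Keratinocyte (0.91), Tumour stem cell and lipid (0.56) and Tumour-associated neutrophil (0.55). The values of both tests argue against unequal depth as the whole cause of the Fibroblast and Keratinocyte shifts, while the tissue piece stays open for them. The Macrophage (0.34), Tumour stem cell and lipid (0.21) and Tumour-associated neutrophil (0.16) shifts kept their sign but did not pass after thinning, which also lowers power, and for them unequal depth stays open.

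A single tissue piece may carry the interaction: without naive piece 3 the count fell to 1, and no list passed in the interaction of location and treatment, although all 5 shifts kept their sign (Fibroblast 1.49, Macrophage 0.91, Keratinocyte 0.77, Tumour-associated neutrophil 0.54, Tumour stem cell and lipid 0.42). This piece was picked as the lowest of 7, and it holds 17 of the 42 naive segments, 8 of them at the interface. Leaving out as many naive segments of each location at random left 1 call or none in 35 of 100 draws (median 63.5, range 0 to 609). The fall is therefore within what fewer segments give, and an effect of the piece cannot be told apart from that. Without naive piece 1, naive piece 5, relapse piece 2 and relapse piece 3 the counts were 142, 168, 74 and 185, and without naive piece 2 the count was 468. With the piece as a random block 60 targets were called.

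The scaling of the values also matters, since rescaling to the same total gave 42 calls, 31 of them among the 282. Pre-treatment and post-treatment segments are on different slides, and 0 slides hold both, so slide, plate and tumour model stay open for the whole interaction. The study's labels put all segments in 1 class, and no biological explanation was tested.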

How the results depend on the processing

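Depth as a covariate, thinning and every setting with tissue pieces were chosen after the data were seen; the other settings were planned. Counts are targets past an adjusted p of 0.05 by limma, and a count is called stable when it stays within 1.5 times the designed count. Unless a reason is given, the cause was not tested.

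Without a filter on low values the count was 4726 for post-treatment minus pre-treatment (44 as designed), 11528 for relapse minus naive (194), 44 for interface minus stroma (85) and 526 for within tumour minus interface before treatment (0). A stricter filter tests 375 targets, so fewer can be called and the adjustment is over fewer tests, and counts moved both ways. It gave 18, 7, 33, 35, 39 and 4 calls for post-treatment minus pre-treatment, acute minus naive, relapse minus naive, interface minus stroma, within tumour minus stroma and within tumour minus interface. Before treatment it gave 46 (interface minus stroma), 51 (within tumour minus stroma) and 1 (within tumour minus interface), after treatment 4 (interface minus stroma), and 23 for the interaction.

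A pseudocount of 0.1 gave 78 for acute minus naive (44), 2 for within tumour minus interface (1) and 3 for the same before treatment (0). A pseudocount of 10 gave 28 for post-treatment minus pre-treatment, 67 for relapse minus naive, 2 for within tumour minus interface, 3 for interface minus stroma after treatment (0) and 96 for the interaction (282).

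Rescaled to the same upper quartile, the counts were 2444 for post-treatment minus pre-treatment, 90 for acute minus naive and 3368 for relapse minus naive. They were 518 for within tumour minus stroma (75), 448 for within tumour minus interface, 879 for the same before treatment, and 82 for the interaction. This rescaling used the upper quartile of the 5087 tested targets. The 51 of 89 segments with an upper quartile at the floor were counted over all targets, so that count does not explain these moves. Rescaled to the same total, they were 71, 161, 160, 135, 2, 1 and 42 for post-treatment minus pre-treatment, acute minus naive, interface minus stroma, within tumour minus stroma, within tumour minus interface, the same before treatment, and the interaction. No named target and no list past the threshold changed sign under either scaling.

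Limma without trend gave 2 for within tumour minus interface and stable counts elsewhere. A random block for the slide gave 0 for post-treatment minus pre-treatment (49 at an unadjusted p under 0.05), 55 for interface minus stroma and 2 for within tumour minus interface. Plate as a covariate gave 0 for post-treatment minus pre-treatment (240 at an unadjusted p under 0.05), 0 for acute minus naive (258), 29 for relapse minus naive and 2 for within tumour minus interface. Plate G alone, where the only post-treatment segments are 4 of acute stroma, gave 0 for both treatment comparisons it allows (183 at an unadjusted p under 0.05). It gave 387 for interface minus stroma, 149 for within tumour minus stroma and 1 for within tumour minus interface before treatment. Plate H alone gave 0 for interface minus stroma (387 at an unadjusted p under 0.05), and the mean per slide gave 0 (151). The plate comparison without class covariates gave 23 (0 as designed).

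Without the 25% of segments with the lowest depth the counts were 21, 18, 65, 2, 3, 2 and 167 for post-treatment minus pre-treatment, acute minus naive, relapse minus naive, within tumour minus interface, the same before treatment, interface minus stroma after treatment, and the interaction. With nuclei as a covariate they were 25 for post-treatment minus pre-treatment, 99 for relapse minus naive, 3 for within tumour minus interface and 1 for the same before treatment. With area as a covariate they were 9 for post-treatment minus pre-treatment, 21 for relapse minus naive, 56 for interface minus stroma and 26 for within tumour minus stroma. Before treatment they were 88 for within tumour minus stroma (174) and 1 for within tumour minus interface.

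With log2 depth as a covariate the count was 16 for post-treatment minus pre-treatment, 78 for acute minus naive and 21 for relapse minus naive, and it was stable in the other comparisons. Thinned to 2500 counts, with 15 segments lost, the counts were 16, 9, 27, 19 and 35 for post-treatment minus pre-treatment, acute minus naive, relapse minus naive, interface minus stroma and within tumour minus stroma. Before treatment they were 24 (interface minus stroma, 522 as designed), 54 (within tumour minus stroma) and 1 (within tumour minus interface), after treatment 13 (interface minus stroma), and 4 for the interaction. With the tissue piece as a random block they were 6, 13, 22, 24 and 3 for post-treatment minus pre-treatment, acute minus naive, relapse minus naive, interface minus stroma and within tumour minus interface. Before treatment this block gave 268 (interface minus stroma) and 2 (within tumour minus interface), and it gave 60 for the interaction.

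Leaving out 1 slide or 1 tissue piece gave 6 (relapse slide) to 228 (acute slide) for post-treatment minus pre-treatment, and 6 (relapse slide) to 133 (naive piece 4) for acute minus naive. For relapse minus naive the range was 45 (relapse piece 2) to 528 (naive piece 5), with 101, 88, 110 and 117 without naive pieces 1 and 3 and relapse pieces 1 and 3. For interface minus stroma it was 0 (naive slide, 458 at an unadjusted p under 0.05) to 232 (relapse slide), for within tumour minus stroma 29 (naive piece 1) to 88 (relapse slide), and for within tumour minus interface 1 to 2. Before treatment it was 50 (naive piece 3) to 704 (naive piece 2) for interface minus stroma, 73 (naive piece 1) to 201 (acute slide) for within tumour minus stroma, and 0 to 3 (naive piece 1) for within tumour minus interface. After treatment it was 0 to 13 (relapse piece 1) for interface minus stroma, and for the interaction 1 (naive piece 3) to 468 (naive piece 2). Post-treatment minus pre-treatment also moved without naive piece 4 (71), naive piece 5 (190), relapse piece 2 (25) and relapse piece 3 (18). Acute minus naive also moved without acute pieces 1, 2, 3, 5, 6 and 7 (24, 125, 108, 13, 24 and 11), naive piece 1 (103), relapse piece 1 (26) and relapse piece 3 (22). Interface minus stroma also moved without acute pieces 2 and 7 (37 and 135), naive pieces 1, 3, 4, 5 and 6 (39, 0, 35, 53 and 43; limma, 550 at an unadjusted p under 0.05 for the 0) and relapse pieces 2 and 3 (135 and 143).

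The balance of higher and lower calls also turned. Without naive piece 3 it went from 36 higher and 8 lower to 5 and 41 for post-treatment minus pre-treatment, and from 169 and 25 to 26 and 62 for relapse minus naive. It turned as well for both under the stricter filter (8 higher of 18 and 11 of 33) and the same total (17 of 71 and 25 of 163), and for the first without the relapse slide (2 of 6). Acute minus naive, 21 higher and 23 lower as designed, had more higher than lower calls under a pseudocount of 10 (29 of 37), the same upper quartile (83 of 90), the same total (123 of 161), limma without trend (34 of 66) and thinning (6 of 9), and without acute piece 2 (64 of 125) and naive piece 5 (33 of 53). Under the same upper quartile most calls in within tumour minus stroma were higher, over all segments (465 of 518) and before treatment (160 of 232).

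Signs of named targets and of lists past the threshold changed mostly with plate and with the relapse slide. In post-treatment minus pre-treatment, plate as a covariate reversed Krt16 (-0.27) and Krt6a (-0.40), and the Neutrophil (-0.032) and Interferon response (-0.049) lists. In that fit the treatment difference rests on 4 acute stroma segments, the only post-treatment segments on plate G. All relapse segments are on plate H, so these reversals cannot tell plate apart from the relapse slide. Plate G alone reversed Igkc (-0.068), Krt5 (-0.38), Krt16 (-0.75), Krt6a (-0.84), and the Neutrophil (-0.095), Interferon response (-0.075) and Keratinocyte (-0.044) lists. Without 1 slide or piece Krt5 ranged from -0.10 to 2.14, Krt16 from -0.63 to 2.21 and Krt6a from -0.48 to 2.07, each lowest without the relapse slide. The Keratinocyte list ranged from -0.067 (relapse slide) to 1.03 (acute slide), and the Interferon response list from -0.048 (relapse slide) to 0.29 (naive piece 5). In relapse minus naive, the Neutrophil list was -0.12 with plate as a covariate, and Clec2j was 0.069 after thinning. These were the only named targets and called lists that reversed under any setting run.

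Of 25 list and comparison pairs past the threshold, 13 passed with the tissue piece as a random block. That fit used limma on the list means in place of the permutation test, so the 2 counts differ in test as well. Without 1 piece between 18 (naive piece 3) and 27 (acute piece 7) of all pairs passed, and 15 and 25 of these were among the 25. Plate H alone (permutation test) and the mean per slide (limma on the list means) each gave 0 of the pairs they allow. As designed, 3 and 2 of these pairs were past the threshold. The plate comparison without class covariates gave 3 by limma on the list means. Under the same total 19 of the 25 passed, under the same upper quartile 22 and with log2 depth as a covariate 23. After thinning to the same depth 17 of the 25 passed, and with area as a covariate 19. With plate as a covariate 17 passed, and 3 of the 25 had the other sign.

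Some alternatives gave no value: the mean per slide allowed only interface minus stroma, a random block for the slide allowed no comparison of single stages, and each plate alone allowed only comparisons with both classes on it. A count model was not run. Depth limits what can be seen to targets well above 1 count: simulated falls to 0.5 were called in 6% of 50 targets for relapse minus naive, 14% for post-treatment minus pre-treatment and 10% for interface minus stroma, each over 5087 targets.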

Other observations

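Chosen after the result was seen were the within-piece tests, the tests that leave out a tissue piece, the count of slides that hold both treatments, the comparison of thinning with unchanged simulated targets, and the tests of the targets that pass at equal depth. The permutation p for the shares of placeholder targets, the random removal of segments, thinning and depth as a covariate were also chosen after results were seen. The immunoglobulin test was first read as a verdict and was left open after its members were seen, and the reporter test was left open after receptor targets were counted.

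Exchanging the classes among segments tells whether chance can be excluded for the count of each comparison, over 100 splits with the real one included. It can be excluded where 1 split gave as many calls: post-treatment minus pre-treatment (44, highest other 14), acute minus naive (44, highest other 32), relapse minus naive (194, highest other 6) and within tumour minus stroma (75, highest other 42). The same holds before treatment for interface minus stroma (522, highest other 67) and within tumour minus stroma (174, highest other 23). For interface minus stroma 2 splits gave as many (85, highest other 148), so chance can be excluded but 1 exchange called more than the real locations. For within tumour minus interface 18 splits gave as many (1 call, highest other 367), and chance cannot be excluded. Where the real count is 0 the exchange cannot decide, because all 100 splits give at least as many by construction. This holds for within tumour minus interface before treatment (highest other 84), interface minus stroma after treatment (highest other 9) and plate (highest other 12). Splits that call 367 or 84 targets where the real locations call 1 or 0 point to a structure among the segments. Which structure that is was not tested. These exchanges treat segments of a slide as independent.

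The higher floor of shallow segments is a candidate explanation for the many targets higher in relapse and after treatment. After thinning to the same depth 89.3% of the 169 targets called higher in relapse were still higher, 16 of them past the threshold, and their median log2 change fell from 0.47 to 0.12. For the 36 targets higher after treatment 97.2% were still higher, 12 past the threshold, and the median fell from 0.55 to 0.23. Sizes before and after thinning are on unlike scales, so these falls do not measure the floor. A share of 80% or more had been set in advance as a result against the floor. The 95% binomial interval was 83.7% to 93.6% for relapse and 85.5% to 99.9% after treatment, with targets taken as independent. In simulated data with no change, over 5087 targets, 67.1% to 78.2% (median 70.01%) of targets falsely called higher in relapse minus naive also stayed higher in 20 draws. The real share for relapse met the bound and lay above every draw. Those draws called 316 to 710 targets higher, against 169 here, so their shares come from larger sets of calls. Whether 169 false calls would also stay below 80% was not tested. The floor therefore stays open for the 169 calls as a whole. For post-treatment minus pre-treatment the simulated share was 70.9% to 100% (median 85.2%) in the 19 draws with such calls, so there the bound was too low, and the floor stays open for the 36 targets as a whole. The 16 and 12 targets that pass at equal depth argue against the floor as the whole cause of these: at most 1 unchanged target per draw was called after thinning, though the simulated profile is an assumption. Without a filter, 78.5% of the targets called higher in relapse exceeded the limit in no relapse segment or in a smaller share of relapse than of naive segments. That share lies between the bounds of 50% and 80% set in advance, so the share decides nothing. In 1 simulated draw with no change and no filter, 10204 of 19962 targets were called higher in relapse minus naive and 76 lower. With log2 depth as a covariate that draw called 0. Unequal depth alone can thus give most of the number called higher without a filter, though the simulated profile is an assumption. The excess of higher calls also rests on naive piece 3, without which 26 of 88 calls in relapse minus naive and 5 of 46 in post-treatment minus pre-treatment were higher. The cause of this was not tested.

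The fall of the Fibroblast, Macrophage and Tumour-associated neutrophil lists at the naive interface may follow the tissue piece in place of location. Only 2 of the 15 naive stroma segments lie in a piece that also holds interface segments. In that piece interface minus stroma was -0.35 for the Fibroblast list (8 against 2 segments, exact permutation p = 0.0889, two-sided, smallest possible 0.0222 with 45 splits), against -2.11 over all pieces. In the other naive pieces the mean was 5.34 in stroma and 3.52 at the interface, but no other piece holds both. In the piece with both, the shift was -0.081 for Macrophage (exact permutation p = 0.622, -1.32 over all pieces) and -0.087 for Tumour-associated neutrophil (exact permutation p = 0.733, -0.41 over all pieces). For Tumour stem cell and lipid it was -0.33 (exact permutation p = 0.2, -0.45 over all pieces), and piece and location cannot be told apart there with so few segments. With 2 stroma segments each estimate is imprecise, and piece and location are nearly confounded. The count of targets called between interface and stroma before treatment, 522, was 50 without this piece, but 31 of 100 random removals of as many segments left as few (median 202, range 0 to 732). The part of the fall in count that belongs to the piece itself cannot be told apart from the loss of segments.

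RNA of keratinocytes or tumour cells in the segments may account for the keratins higher after treatment. Of the 8 other tested members of the Keratinocyte list, 7 were higher with log2 depth as a covariate, 2 of them past the threshold (Krt14 by 1.33 and Krt17 by 0.92), while Krt10 was lower by -0.22. The pooled level of the list was 22.5 times the panel average at the relapse interface, 8.95 in relapse stroma, 4.39 in naive stroma, 4.23 within the naive tumour and 1.82 at the naive interface. The median ratio per segment was 23.9 at the relapse interface, 11.9 in relapse stroma, 1.75 in naive stroma, 2.49 within the naive tumour and 1.69 at the naive interface. A squamous tumour expresses such genes itself, so the list does not separate normal from tumour cells. Slide or tumour model in place of treatment stays open, since 0 slides hold both pre-treatment and post-treatment segments. The rise was in relapse, and without the relapse slide the list shift was -0.07.

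Less RNA of fibroblasts in segments within the tumour may account for the low collagens there. All 5 other tested members of the Fibroblast list were lower than in naive stroma with log2 depth as a covariate, and all 5 passed (Sparc -2.46, Postn -1.99, Dcn -1.71, Lum -1.58 and Fn1 -0.91). The list stood at 38.8 times the panel average in naive stroma and 1.76 times within the naive tumour (pooled counts; median ratios per segment 53.7 and 1.60). The Neutrophil list was near the panel average (1.14) in segments labelled neutrophil, so RNA of other cells may make up much of the signal above background.

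B lineage RNA in the segments is a candidate source of Ighm and Igkc in relapse. Of the 15 genes of a B lineage list written before the test, 12 were on the panel and 7 beside Ighm and Igkc were tested. With log2 depth as a covariate 5 of the 7 were higher in relapse, which met the bound set in advance for B lineage RNA. It was set aside because 0 of them passed by limma, the highest was Jchain (0.90) and Cd79b (-0.33) and Pou2af1 (-0.29) were lower. Members near the floor that go both ways leave the question open. Immunoglobulins were also uneven outside relapse: in 1 naive segment Igha reached 3801 counts, a normalised value of 2369, while the mean normalised value over the naive segments was 65.5 ± 365 (SD, n = 42).

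The reporter target mCherry/tdTomato exceeded the limit of quantitation in 59 of 89 segments, in 33 of 42 naive, 7 of 11 acute and 19 of 36 relapse segments. Of the other 11 reporter targets 0 did so in as many segments, and the highest of them reached 2 of 89, which had been set in advance as a result against the background of a target with no transcript. That bound was too weak, because background differs between probes: 4 of 1127 targets for olfactory, vomeronasal and trace amine receptors did so in at least as many segments, the highest in 88 of 89. Off-target signal of this 1 probe therefore stays open. Whether the animals carry such a reporter is not given in the labels. The higher value of mCherry/tdTomato at the interface (0.67) stayed past the threshold in 18 of 41 alternatives. In the others the call was lost, but the target was still higher at the interface, and its sign did not change in any alternative.

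Targets with placeholder names (Gm, LOC and Rik names) are 951 of the targets, 4.76%, but took a median of 15.8% of the counts above the floor (4.86% to 39.1%) and 10 of the 20 highest places. The highest target, Gm52800, took 1.58% of all counts; it and the names below were chosen after their values were seen. Flooring at 1 count may raise such shares in shallow segments. When the 23 deepest segments were thinned and floored again, the placeholder share rose from a median of 7.25% to 14.1%, against 21.5% in the 23 shallowest (permutation p = 0.0798, two-sided). For Gm52800 it rose from 1.14% to 3.71%, against 4.94% (permutation p = 0.105, two-sided). Both thinned medians lay below the lower quartiles of the shallow segments (18.6% and 3.87%), which had been set in advance as a result against flooring as the whole cause. That bound took no account of the spread: the thinned shares ranged from 7.94% to 38.4% and from 1.40% to 10.8%. Flooring moved the shares toward those of the shallow segments, and whether it is enough stays open. Apart from RNA of other cell types in the segments, no biological explanation was tested for any pattern in this part.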
